A study of Mus musculus with 22 samples. Its data were reported in "Transposable elements are regulated by context-specific patterns of chromatin marks in mouse embryonic stem cells" (2019).

How the data were processed

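RNA was measured in 22 libraries of mouse E14 embryonic stem cells, 2 for each of 10 compounds and for the group labelled NC. Groups and replicate numbers were taken from the sample titles and the treatment labels. Per the labels, messenger RNA was enriched with oligo-dT beads from total RNA before library preparation. The deposited values are scores, here normalized read counts rounded to whole numbers. The study's methods do not mention the compounds and are taken here to cover these libraries as well. According to them, the authors counted paired-end reads per gene with RSEM or with TEtranscripts. RSEM used an index of an Ensembl transcriptome, and TEtranscripts used alignments to mm10 and GENCODE genes. The counts were normalized with EDASeq at its full setting. The methods mention GC content for transposable elements and do not describe separate steps within and between libraries. Which of these counting routes gave the table was not stated. The authors tested differences with DESeq2, which needs raw counts and was not run here. In the values, the median (409), the third quartile (1608 to 1608.5) and the largest value (221616) were the same or nearly the same in all libraries, as full-quantile normalization leaves them. That step hides differences in depth and in total RNA, makes some values identical between libraries, so that an SD can be 0, and would remove a change shared by most genes. The study's methods state a single sequencing depth for its RNA-seq, but the depth reached by each library is not known here, and no confidence interval or detection limit that needs it was given. A second deposited table held the authors' means of the 2 libraries of each group. It differed from the means of the first table by at most 0 and was not used further. All 22 columns matched a sample title, with 0 unmatched columns.

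Values were analysed as log2(value + 1) in R 4.3.3 with limma 3.58.1. Genes with a value of at least 10 in at least 2 of the 22 libraries were kept (17275 of 18487). A linear model with 11 group means was fitted to all libraries (lmFit), each compound was compared with NC, and variances were moderated with a trend on mean expression (eBayes). With 2 libraries per group the common fit had 11 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each of the 10 contrasts, and a gene was called at an adjusted p under 0.05 with a fold change over 2, on either side. All of the p-values of limma are two-sided. The thresholds, the model, the gene lists, the single genes and the rule for named genes were fixed before the data were examined, as were all alternatives except those said to be chosen after seeing the data. The rule took, for each compound, the called gene with the largest rise and the one with the largest fall among genes whose compound libraries both lay beyond both NC libraries and whose larger group mean was at least 100. A gene that the rule picked is not reported here. A second rule, chosen after the values had been seen, used only genes above 0 in all 22 libraries, with the same minimum of the group mean. A value of 0 in this table can stem from the counting or the normalization, so for single genes no fold change is given against a group listed at 0. List medians include such genes. With 2 of the 100 pairs, the 2-cell list with Bromosporine and with OICR, the gene that gives the median was at 0 in both libraries of a group, and the size of these medians depends on the pseudocount.

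The fit was tested on simulated data before use. Values were drawn for the 17275 tested genes, and 200 genes were changed by a log2 fold change of 2 or 3 in 1 group. The 200 were taken from genes whose mean log2(value + 1) in NC lay over the log2 of 100, and the noise was normal. The fit called 185 of the 200 (92.5%) and made 2 false calls, with 0 calls in each of the 9 unchanged groups. This rate does not cover genes with lower values, smaller changes or genes listed at 0 in a group.

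The 10 gene lists were written from general knowledge: pluripotency (20 of 20 listed genes tested), early lineage markers (19 of 26), 2-cell stage genes (21 of 30), germline genes (24 of 24), interferon response (15 of 22), p53 targets (20 of 20), NRF2 targets (17 of 18), hypoxia response (21 of 22), integrated stress response (19 of 19) and cholesterol synthesis (23 of 23). Shifts were tested with limma's camera (preset correlation 0.01) and fry, each adjusted over the 100 pairs of list and compound. A list's change is the median log2 change of its tested genes. For the 2-cell list, the median was compared with 10000 random lists of genes drawn from the 100 genes nearest in NC mean, and was recomputed with values under 3 set to 3. Gene positions, GC content and transcript lengths came from GENCODE M21 (mm10), in which 17946 of the 18487 symbols (97.1%) were found. The authors' counting used other annotations, so shared sequence and exon overlaps given here may differ from those that applied in counting. The share of sequence that a gene has in common with others is the percentage of 31-base stretches of its longest transcript, on either strand, that occur in transcripts of other genes. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used for sequence comparisons and plots.

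Alternatives were a pseudocount of 10, no filter on low values, a fit of only the compound and NC libraries, the replicate number as a block, rescaling by median-ratio factors, the mean of the other 10 groups as the reference, robust variance moderation, adjustment over all 10 contrasts together, and leaving out each library in turn. After seeing the data, removal of each library's trend on GC content and transcript length (loess, span 0.5), camera with an estimated correlation and a correlation of changes with no shared library were added. The closing section gives their effect. Transposable element types, which the planned design also covered, are not analysed here. No other part of the planned design was changed.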

Results

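Poly(A)-selected RNA from the mouse embryonic stem cell line E14 was sequenced after exposure to 10 compounds that act on chromatin. The comparison made here asks which transcripts change with each compound. The study's text describes knockdowns of chromatin modifiers and does not mention these compounds, and the title of the series names the libraries as inhibitor RNA-seq. Each compound and a group labelled NC had 2 libraries, giving 22 libraries in 11 groups. NC was the only group whose label named no compound, and it served as the reference. The labels gave no dose or exposure time. Bromosporine binds bromodomains, the readers of acetylated lysine. Valproate inhibits histone deacetylases, and CPTH2 and Garcinol inhibit histone acetyltransferases. Chaetocin inhibits histone lysine methyltransferases. UNC0379 inhibits the histone lysine methyltransferase SETD8, and MS023 inhibits type I arginine methyltransferases. DZNep blocks the hydrolysis of S-adenosylhomocysteine and so lowers methylation broadly. IOX1 inhibits oxygenases that use 2-oxoglutarate, among them histone demethylases. The label OICR gave no full compound name. The deposited table held normalized values for 18487 genes, rounded to whole numbers. All libraries had been brought to one distribution, with a median of 409 and a largest value of 221616. Totals per library lay between 38403767 and 38419709, so they do not show the sequencing depth of single libraries. The study's methods state a single depth for its RNA-seq without mention of these libraries, and the depth reached by each of them is not known here. A difference in depth could therefore not be set beside any value, and genes listed at 0 could not be given a detection limit.

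Of the 18487 genes, 482 were at 0 in all libraries and 17275 reached 10 in at least 2 libraries and were tested. The number of genes listed at 0 ran from 1065 in Valproate replicate 1 to 1707 in Bromosporine replicate 2, and was 1380 and 1336 in the NC libraries. In a principal component analysis of log2(value + 1), the first component held 16.5% of the variance and the second 11.2%. On both components replicate 2 lay higher than replicate 1 in 11 of 11 groups. Pearson correlations across genes, which are not independent replicates, had a median of 0.931 between the 2 libraries of a group. The median was also 0.931 between libraries of different groups with the same number, and 0.917 between libraries of different groups with different numbers. DZNep and Valproate stood furthest from NC on the second component. Each replicate number held 1 library per group, so a test within a number was not possible. Changes within each number are given for some results as a description and are no test.

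**Figure D1:**
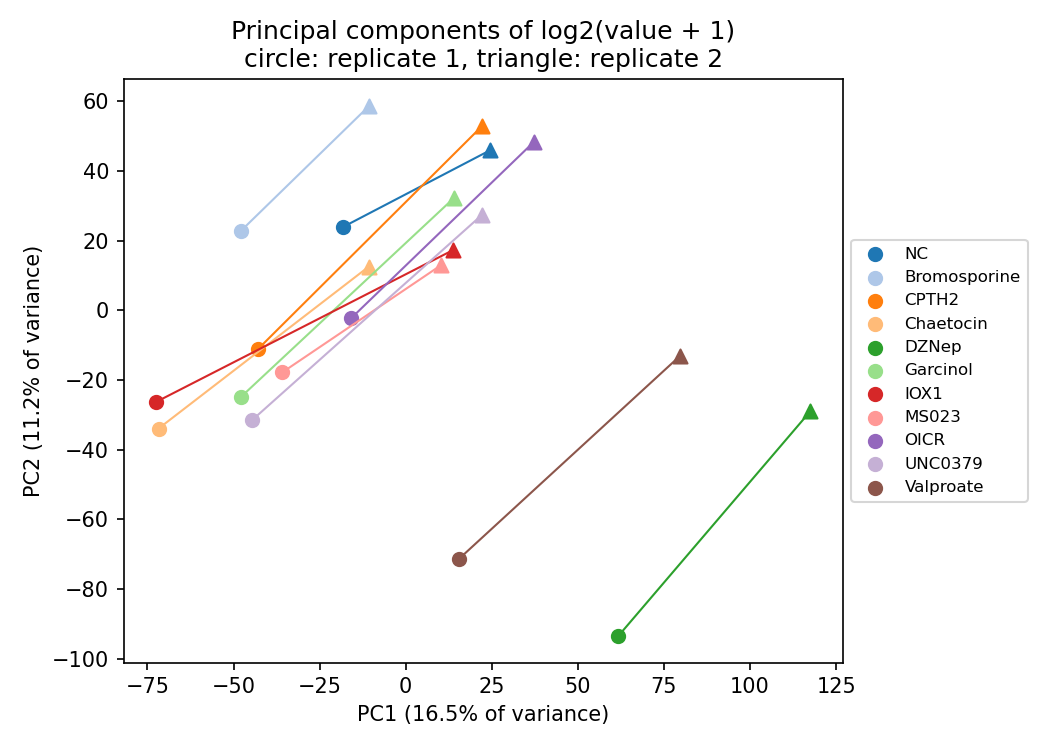
First and second principal components of log2(value + 1) over the tested genes (axes in component units, with 16.5% and 11.2% of the variance), with circles for replicate 1, triangles for replicate 2 and a line joining the 2 libraries of each group. Replicate 2 lies up and to the right of replicate 1 in 11 of 11 groups, and DZNep and Valproate lie apart from the other groups.

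Each compound was compared with NC by limma in 1 fit of all 22 libraries, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 2. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. DZNep changed 1970 genes, 910 up and 1060 down. Valproate changed 912 genes, 471 up and 441 down. Bromosporine changed 577 genes, of which 478 fell and 99 rose. MS023 changed 168 genes (67 up, the rest down), OICR 67 (22 up and 45 down) and IOX1 20 (6 up and 14 down). Chaetocin had 3 calls, CPTH2 1 and Garcinol 1. UNC0379 had 0 calls, with 1051 genes at an unadjusted p under 0.05. These counts depend on how the replicate number is treated. With the number as a block, MS023 had 484 calls, OICR 274, IOX1 217, Chaetocin 35 and UNC0379 11. The block gave 2606 calls for DZNep, 1487 for Valproate and 1189 for Bromosporine, and 1 each for CPTH2 and Garcinol. Of the alternatives tried, fitting only the libraries of the compound and NC moved the DZNep, Valproate and Bromosporine counts by the largest factor, to 97 calls for DZNep, of which 67 were shared with the 1970, 75 for Valproate and 128 for Bromosporine. Among the 6 compounds with at least 20 calls, the balance of rising and falling calls turned under at least 1 alternative for DZNep, Valproate, MS023 and IOX1, and under none for Bromosporine and OICR. For DZNep it turned under 4, to 989 up and 978 down with a pseudocount of 10. For IOX1 the balance turned only in the fit of the compound and NC libraries, which shared 0 calls with the 20 reported.

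The correlation across genes between the changes within number 1 and those within number 2, which share no library, was 0.417 for DZNep, 0.379 for Valproate, 0.336 for Bromosporine and 0.227 for MS023. It lay between 0.00687 (CPTH2) and 0.168 (Chaetocin) for the other 6 compounds. Some calls rested on a value of 0 in at least 1 of the 4 libraries compared, 81 of 577 for Bromosporine, 95 of 1970 for DZNep and 44 of 912 for Valproate. Calls for genes above 0 in all 22 libraries numbered 1817 for DZNep, 849 for Valproate, 495 for Bromosporine, 153 for MS023, 57 for OICR and 18 for IOX1. Without regard to any test, 1267 genes had an absolute log2 change over 1 with Chaetocin, and 2322 when Chaetocin replicate 2 was left out. The same held for IOX1 (1417, and 2328 without IOX1 replicate 2), UNC0379 (1208, and 1926 without UNC0379 replicate 2), Garcinol (971, and 1702 without Garcinol replicate 2) and CPTH2 (847, and 1526 without CPTH2 replicate 2). Each higher count sets 1 compound library against NC libraries of both numbers. The difference between the replicate numbers and the spread of single libraries therefore enter it. Of the 17275 genes, 14461 were called with no compound, 2093 with 1, 566 with 2, 128 with 3, 25 with 4 and 2 with 5.

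**Figure D2:**
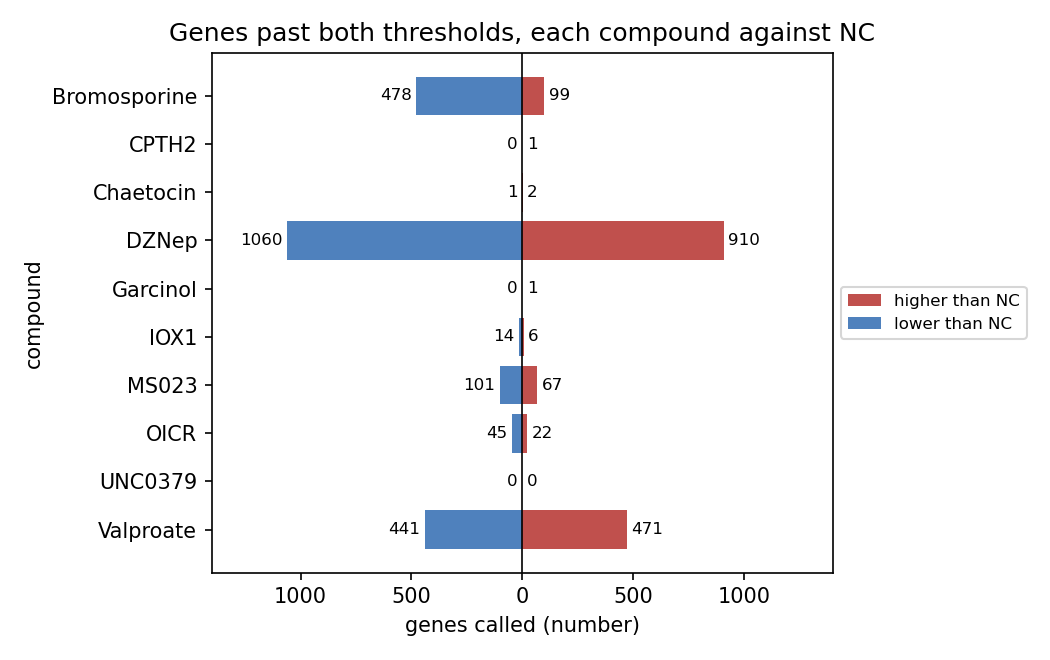
Number of genes called against NC for each compound (horizontal axis, genes), with those higher than NC to the right and those lower to the left. DZNep (910 up and 1060 down), Valproate (471 and 441) and Bromosporine (99 and 478) have the longest bars, and UNC0379 has none.

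For each compound the called gene with the largest rise and that with the largest fall were examined. Positions are from GENCODE M21 on mm10, and the values were measured over whole genes, all exons and untranslated regions included. With IOX1 the largest rise was in Nqo1 (ENSMUSG00000003849, protein coding, chromosome 8, 107388225 to 107403206, minus strand). Its value was 800 ± 102 (SD, n = 2) in NC and 3555 ± 445 (SD, n = 2) with IOX1, a log2 change of 2.15 (SE 0.24) with a limma Benjamini-Hochberg adjusted p of 0.0034. The largest fall with IOX1 was in Gm6311, a processed pseudogene (chromosome 13, 75954136 to 75955013, plus strand), from 7119 ± 478 to 292.5 ± 162 (SD, n = 2 each), with a log2 change of -4.72 (SE 0.77) and an adjusted p of 0.0313 by limma with Benjamini-Hochberg adjustment. Of the 31-base stretches of its transcript, 88.4% occur in transcripts of other genes, so the assignment of its reads is uncertain. MS023 lowered Hist1h3c most (protein coding, chromosome 13, 23744973 to 23745602, minus strand), from 153.5 ± 36.1 to 14.5 ± 4.95 (SD, n = 2 each). The log2 change was -3.34 (SE 0.52) with a limma Benjamini-Hochberg adjusted p of 0.00704. This histone H3 gene shares 55.2% of its 31-base stretches with other genes and is uncertain for the same reason. With OICR the largest fall was in Serpinh1 (protein coding, chromosome 7, 99345376 to 99353239, minus strand), from 3712 ± 871 to 348 ± 132 (SD, n = 2 each), a log2 change of -3.44 (SE 0.27) with a limma Benjamini-Hochberg adjusted p of 7.57e-05. Chaetocin lowered Tns1 most (protein coding, chromosome 1, 73910231 to 74124449, minus strand), from 1065.5 ± 262 to 361 ± 32.5 (SD, n = 2 each), a log2 change of -1.54 (SE 0.21) with a limma Benjamini-Hochberg adjusted p of 0.028. The 5 genes lost their call when only the libraries of the compound and NC were fitted, with limma Benjamini-Hochberg adjusted p of 0.123 (Nqo1), 0.26 (Gm6311), 0.231 (Hist1h3c), 0.281 (Serpinh1) and 0.613 (Tns1), the highest over the 8 alternatives tried for each. The lowest were 0.000354, 0.00101, 3.47e-05, 2.61e-05 and 0.00134 in the same order.

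The other genes reported by that rule had values at or near 0 in 1 of the groups compared. Olfr1116 (chromosome 2, 87267534 to 87278262, plus strand) was listed at 0 in both NC libraries and at 458 and 540 with Bromosporine and 804 and 744 with MS023, the largest rise with either compound. It was at 0 in 5 of the 22 libraries, and neither call held against the mean of the other groups. Adgrb3 (chromosome 1, 25067476 to 25829707, minus strand) was at 868 and 514 in NC and listed at 0 in both Bromosporine libraries. Gm37470 (chromosome 1, 139030185 to 139032982, plus strand) was listed at 0 in 20 of 22 libraries and at 249 and 503 with Chaetocin. Gm37676 (chromosome 1, 131932464 to 131932970, minus strand) was likewise at 0 in 20 of 22 libraries, and at 510 and 687 with OICR. All of the 31-base stretches of Gm37676 (100%) occur in other transcripts, and it overlaps an exon of Nucks1 on the opposite strand. With DZNep the largest rise was in Exosc6 (chromosome 8, 111056339 to 111057664, plus strand), listed at 0 in both NC libraries and at 1159 and 3139 with DZNep. Exosc6 was at 0 in 11 of the 22 libraries and shares all of its sequence (100%) with transcripts of other genes, and its exon overlaps one of Aars on the same strand. DZNep lowered Olfr1440 most (chromosome 19, 12387279 to 12401584, plus strand), from 612 and 792 to a listing at 0 in both libraries. Both DZNep calls were lost when the adjustment ran over all 10 contrasts. Vmn2r3 (chromosome 3, 64257215 to 64289709, minus strand) was listed at 0 in both NC libraries and at 662 and 775 with Valproate. The single CPTH2 call was Vmn2r9 (chromosome 5, 108835273 to 108852601, minus strand), at 7 and 7 in NC and at 472 and 779 with CPTH2. The single Garcinol call was a gene that the table names only by its clone (of the RP23 library), for which no position was matched, at 1 and 1 in NC and at 384 and 517 with Garcinol. The limma Benjamini-Hochberg adjusted p of these 10 calls lay between 4.78e-05 (Vmn2r9) and 0.0335 (Exosc6). The call of Vmn2r9 was lost when only the libraries of the compound and NC were fitted. Olfr and Vmn2r genes belong to large families of similar receptors, and their assignment is uncertain.

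Genes that were above 0 in all 22 libraries and reached a group mean of 100 were examined by a second rule, chosen after the values had been seen, which took the called gene with the largest rise or fall among them. Bromosporine raised Dnmt3l most (chromosome 10, 78041947 to 78063622, 9 and 40 in NC, 160 and 311 with the compound) and lowered Serpinf1 most (chromosome 11, 75409769 to 75422701, 229 and 214 in NC, 4 and 17 with the compound). The log2 change of Serpinf1 was -4.55 (SE 0.61), with a limma Benjamini-Hochberg adjusted p of 0.00109, and that of Dnmt3l was 3.47 (SE 0.92), with 0.0443. The Dnmt3l call was lost under 3 of 8 alternatives. Valproate raised 3830403N18Rik most (chromosome X, 56136572 to 56153498, 12 and 14 in NC, 1091 and 1163 with the compound), a call that no alternative changed, and lowered Cox6a2 most (chromosome 7, 128205435 to 128206387, 317 and 299 in NC, 12 and 1 with the compound). DZNep raised Sntg1 most (chromosome 1, 8361475 to 9299878, 2 and 2 in NC, 773 and 708 with the compound) and lowered Olfr477 most (chromosome 7, 107986693 to 107992723, 503 and 737 in NC, 2 and 2 with the compound). Both of these DZNep calls were lost against the mean of the other groups and with adjustment over all 10 contrasts. MS023 raised Vmn2r9 most (7 and 7 in NC, 445 and 531 with the compound), OICR raised 9330159F19Rik most (chromosome 10, 29211606 to 29230779, 17 and 20 in NC, 461 and 645 with the compound), and Chaetocin raised a gene named only by a clone of the RP24 library most (40 and 49 in NC, 503 and 460 with the compound). When only the libraries of the compound and NC were fitted, the calls of Dnmt3l, Serpinf1, Cox6a2, 9330159F19Rik and the RP24 clone were lost. The call of 9330159F19Rik was also lost against the mean of the other groups. Exons of Dnmt3l and Cox6a2 overlap those of another gene on the opposite strand (Aire and Itgad), 9330159F19Rik overlaps Gm49353 on the same strand, and 3830403N18Rik shares 41.3% of its 31-base stretches with other genes, which leaves the assignment of reads to these genes uncertain. Serpinf1 and Serpinh1 were also low with compounds other than the one they were named for. Serpinf1 was at 9 and 8 with DZNep and at 13 and 12 with Valproate. Serpinh1 was at 769 and 759 with Bromosporine and at 941 and 847 with Valproate.

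**Figure D3:**
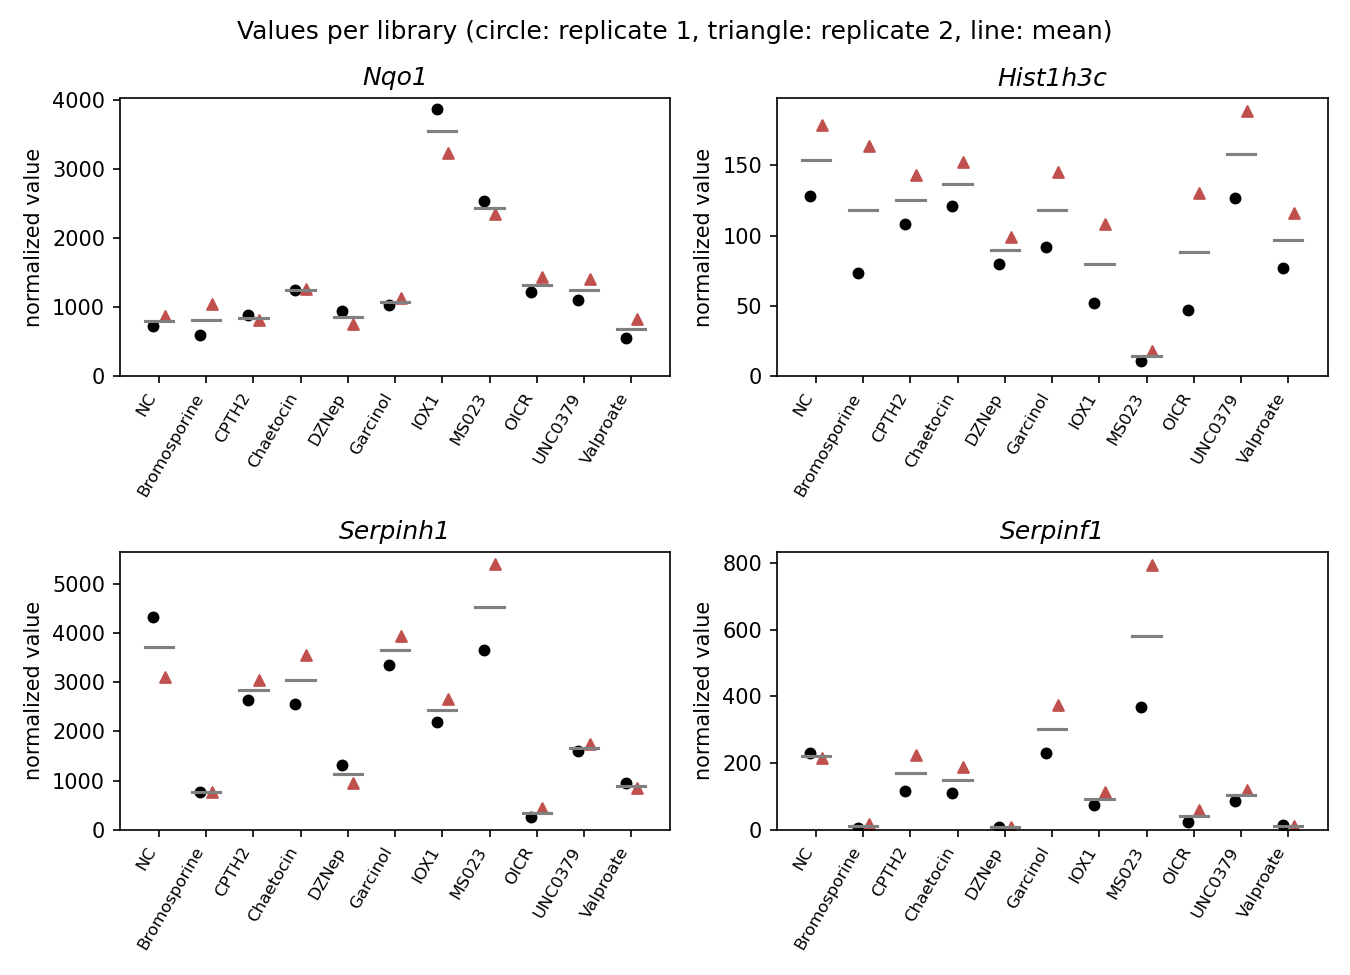
Normalized values per library (vertical axis, linear, starting at 0) of Nqo1, Hist1h3c, Serpinh1 and Serpinf1 in the 11 groups, with circles for replicate 1, triangles for replicate 2 and a line at the mean of the 2 libraries. Nqo1 is highest with IOX1 (3870 and 3240) and next with MS023 (2534 and 2357), and Hist1h3c is lowest with MS023 (11 and 18).

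A few protein-coding genes were looked at whatever their result, all on the plus strand. These were H1f0 (chromosome 15, 79028450 to 79030504), Hexim1 (chromosome 11, 103116231 to 103119725), Myc (chromosome 15, 61985391 to 61990374), Pou5f1 (chromosome 17, 35506018 to 35510772), Nanog (chromosome 6, 122707489 to 122714633) and Zscan4c (chromosome 7, 11005745 to 11010547). H1f0, a linker histone transcript known to rise when histone deacetylases are inhibited, did not change detectably with Valproate (2168 and 2482 in NC, 1508 and 2710 with the compound). Its log2 change was -0.20 (SE 0.31, limma Benjamini-Hochberg adjusted p 0.755), and the direction rested on 1 library, since the change was 0.22 without Valproate replicate 1. Over the 10 compounds the change of H1f0 ranged from -0.30 (MS023) to 0.57 (UNC0379), and H1f0 was not called. Hexim1 and Myc were included because bromodomain inhibitors of the BET class are known to raise the first and lower the second. With Bromosporine, Hexim1 changed by 0.35 (SE 0.34, limma Benjamini-Hochberg adjusted p 0.658), and by 0.13 without NC replicate 1. Myc was low in NC (4 and 19) and did not fall with Bromosporine (36 and 89). Its log2 change of 2.53 had a limma Benjamini-Hochberg adjusted p of 0.152, and was 1.53 without NC replicate 1. This rise was called under 1 of 8 alternatives, the replicate number as a block (limma Benjamini-Hochberg adjusted p 0.0235). DZNep raised Myc to 230 and 161, a log2 change of 4.27 (SE 0.95, limma Benjamini-Hochberg adjusted p 0.00542), which was called except when only the DZNep and NC libraries were fitted. With DZNep, Hexim1 rose by 0.98 (limma Benjamini-Hochberg adjusted p 0.0534) and passed both thresholds only after median-ratio rescaling. Pou5f1 stayed between -0.12 (Valproate) and 0.36 (OICR) and Nanog between -0.55 (MS023) and 1.05 (DZNep). Neither was called, the lowest limma Benjamini-Hochberg adjusted p being 0.114 for Pou5f1 and 0.0574 for Nanog. For Nanog with DZNep the call was gained under 3 of 8 alternatives, among them median-ratio rescaling and the mean of the other groups as the reference. Zscan4c, a gene of the early embryo's 2-cell stage, was at 64 and 66 in NC and was listed at 0 in both Bromosporine libraries. It was at 94 and 153 with Valproate, a log2 change of 0.87 (SE 1.27, limma Benjamini-Hochberg adjusted p 0.735), and 0.53 without Valproate replicate 2. Zscan4c shares 91.5% of its 31-base stretches with other genes, Pou5f1 22.7% and Nanog 11%, and exons of H1f0 and Pou5f1 overlap a gene on the opposite strand.

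Shifts of 10 gene lists were tested with limma's camera, at a preset correlation between genes of 0.01, and with limma's fry, with adjustment over all 100 pairs of list and compound. Camera placed 39 pairs past the threshold and fry 17, and 16 pairs passed both. With the correlation estimated from the data, a choice made after seeing the data, camera placed 0 of the 100 pairs past the threshold, and 17 had an unadjusted p under 0.05. The alternative that moved the fry count most was the fit of only the compound and NC libraries, with 1 pair. The lineage list had 0 pairs past either test, with medians between -0.44 (MS023) and 0.33 (DZNep), and 1 pair by camera and 2 by fry had an unadjusted p under 0.05. Medians of the pluripotency list ran from -0.16 (MS023) to 0.18 (Valproate). Those of the interferon list ran from -0.59 (Bromosporine) to 0.75 (DZNep), with 2 pairs past camera and 0 past fry, where 2 had an unadjusted p under 0.05. The hypoxia list ran from -0.44 (DZNep) to 0.13 (OICR), with 3 pairs past camera and 1 past fry, not the same pairs. Several of these extremes depended on single libraries. The DZNep lineage median was -0.30 without DZNep replicate 2, the MS023 pluripotency median -0.26 without NC replicate 2, and that of Valproate 0.05 without Valproate replicate 2. The interferon medians were -0.26 for Bromosporine without NC replicate 1 and 0.32 for DZNep without NC replicate 2, and the hypoxia medians were -0.84 for DZNep and -0.09 for OICR without NC replicate 2.

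DZNep accounted for 4 of the 16 pairs. Its cholesterol synthesis list fell, with a median log2 change of -1.02, 1 of 23 genes up and 12 called, 12 when adjusted over the list alone. Limma's fry gave a Benjamini-Hochberg adjusted p of 3.93e-05, and the median was -0.90 within number 1 and -1.07 within number 2. The integrated stress response list fell by 1.65 with DZNep (1 of 19 genes up, 10 called, 11 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.000594), with -1.66 and -1.57 within the numbers. The p53 target list rose by 0.92 with DZNep (19 of 20 genes up, 7 called, 9 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.000361), with 0.75 and 0.94 within the numbers. The p53 and integrated stress lists share 1 gene, Sesn2. The integrated stress list also fell by 1.10 with Valproate (2 of 19 genes up, 8 called, 10 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.00509) and changed by -0.80 with OICR (2 of 19 genes up, 1 called, 3 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.043). The OICR shift was no longer past fry after median-ratio rescaling or against the mean of the other groups. Cholesterol synthesis genes fell by 0.31 with Valproate (3 of 23 up, 2 called, 3 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.0301), and the median was -0.15 without NC replicate 2. Targets of NRF2, Nqo1 among them, rose by 0.57 with MS023 (15 of 17 genes up, 3 called, 3 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.000155). They rose by 0.50 with IOX1 (13 of 17 genes up, 1 called, 2 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.00216).

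The germline list passed both tests with 6 compounds. It rose by 0.38 with DZNep (19 of 24 genes up, 5 called, 5 adjusted over the list alone) and by 0.30 with MS023 (18 of 24 up, 1 called, 2 adjusted over the list alone), or 0.18 without MS023 replicate 2. It fell by 0.56 with Bromosporine (5 of 24 up, 3 called, 4 adjusted over the list alone). With Chaetocin the germline list fell by 0.35 (4 of 24 up), and the median was -0.15 without NC replicate 1. The medians were -0.28 with OICR (9 of 24 up) and -0.27 with IOX1 (4 of 24 up), with 0 genes called for any of the 3 compounds. Adjusted over the list alone, 2 genes were called with OICR and 0 with Chaetocin and IOX1, where 6 and 6 had an unadjusted p under 0.05. Limma's fry gave Benjamini-Hochberg adjusted p of 0.00369 for Bromosporine, 0.00707 for DZNep, 0.0286 for MS023, 0.0396 for OICR, 0.0401 for IOX1 and 0.0495 for Chaetocin. The Chaetocin and IOX1 shifts did not pass fry after median-ratio rescaling. The pluripotency list rose by 0.13 with OICR (15 of 20 up, 1 called, 1 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.0454), a shift that was 0.24 without NC replicate 1 and 0.05 without NC replicate 2, and that did not pass fry after rescaling. Within number 1 and number 2 it was 0.09 and 0.21. All of these shifts other than that of the 2-cell list with Bromosporine were no longer past fry when only the libraries of the compound and NC were fitted.

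**Figure D4:**
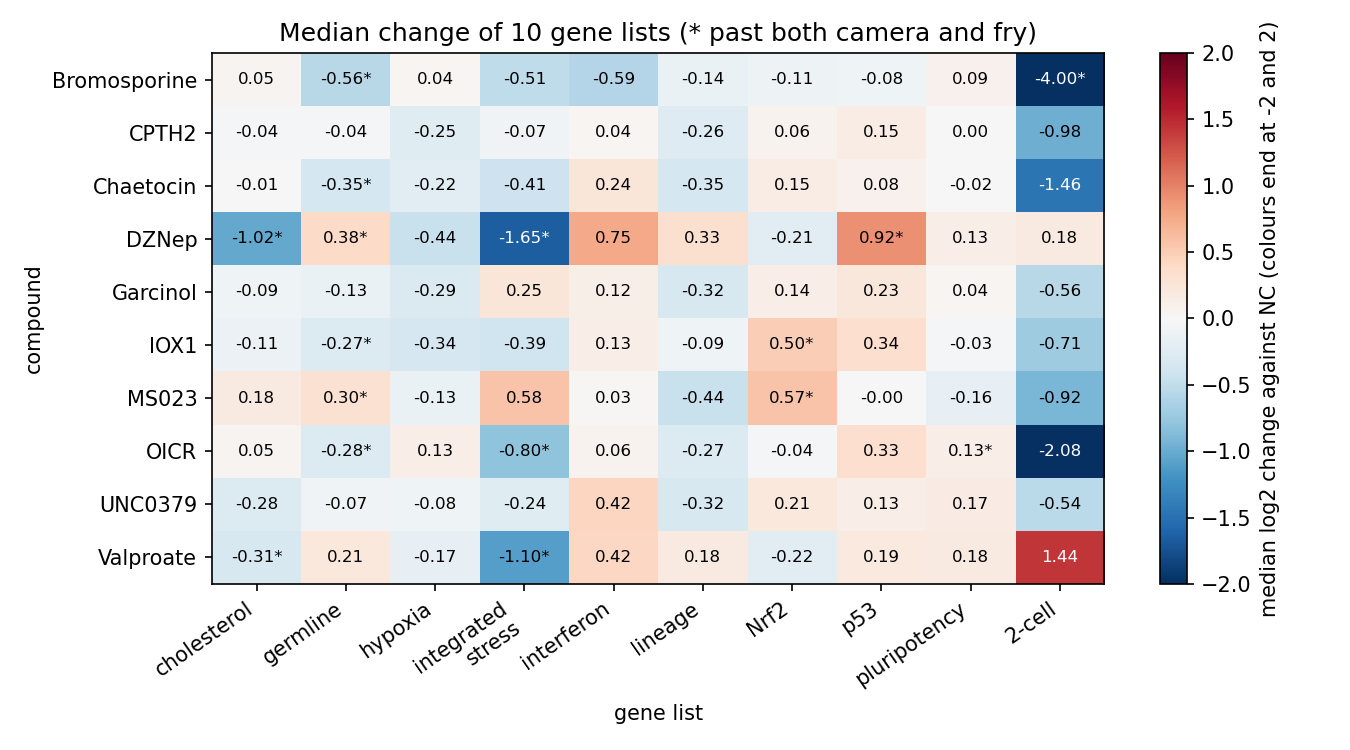
Median log2 change against NC (colour, with its scale ending at -2 and 2, and number in each cell) of the tested genes of 10 gene lists (columns) with each of the 10 compounds (rows), with an asterisk where both camera and fry were past the threshold. The 2-cell list runs from -4.00 with Bromosporine, a size set by the pseudocount, to 1.44 with Valproate, and the integrated stress and cholesterol lists are lowest with DZNep (-1.65 and -1.02).

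The list of genes of the 2-cell stage, of which 21 were tested, changed most with Bromosporine. The median log2 change was -4.00 (2 of 21 genes up, 9 called, 15 adjusted over the list alone, limma fry Benjamini-Hochberg adjusted p 0.00509), but 14 of the 21 genes were listed at 0 in both Bromosporine libraries, the gene that gives the median among them. The pseudocount therefore sets the size of this median, which was -1.78 with a pseudocount of 10 and -2.57 with values under 3 set to 3, and only its direction is taken from it. Within replicate number 1 it was -4.70 and within number 2 -4.09. Leaving out each library in turn gave medians from -4.67 to -4.00, sizes that depend on the pseudocount in the same way. Many of these genes are near-identical copies, so single members are uncertain. The sum of their values, to which a division of reads between copies matters less, was 885 and 666 in NC and 192 and 201 with Bromosporine. One member, Zfp750, made up most of the Bromosporine sums, which came to 30 and 34 without it, against 767 and 514 in NC. With Valproate the list rose, by 1.44 in the median with 21 of 21 genes up, 2 called and 2 adjusted over the list alone. It passed camera (limma, Benjamini-Hochberg adjusted p 0.000702) and not fry (0.0946), though it passed fry under 4 of 6 alternatives, with adjusted p from 0.00106 to 0.285 over them. The median was 0.55 within number 1 and 2.56 within number 2, and 2.16 without Valproate replicate 1 and 0.93 without Valproate replicate 2. The sums were 1495 and 3153. With OICR the median was -2.08 (3 of 21 up, 1 called, 3 adjusted over the list alone), with -2.78 and -0.82 within the numbers and -1.38 without OICR replicate 1. The gene that gives the OICR median was also at 0 in both libraries of that compound, and with a pseudocount of 10 the median was -0.95. This shift passed camera (limma, Benjamini-Hochberg adjusted p 3.98e-05) and did not pass fry (0.113), except under 1 of 6 alternatives (0.00943 to 0.189 over them). With DZNep the median was 0.18 and its sign rested on single libraries, since it was -0.37 without NC replicate 2 and -0.74 without DZNep replicate 2. The sums with DZNep were 2151 and 1608, and 1336 and 999 without Zfp750. The Zscan4 genes alone summed to 83 and 177 with DZNep, against 272 and 230 in NC. The higher DZNep sums were therefore not shared by these members. The median was below 0 with 9 of 10 compounds within number 1 and with 3 of 10 within number 2, and it was below 0 within both for Bromosporine, Chaetocin (-0.63 within number 2) and OICR. With CPTH2, Garcinol, IOX1, MS023 and UNC0379, whose medians over both numbers were also below 0, the median within number 2 was not. The medians with CPTH2 and IOX1 turned to 0.09 without CPTH2 replicate 1 and 0.11 without IOX1 replicate 1.

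**Figure D5:**
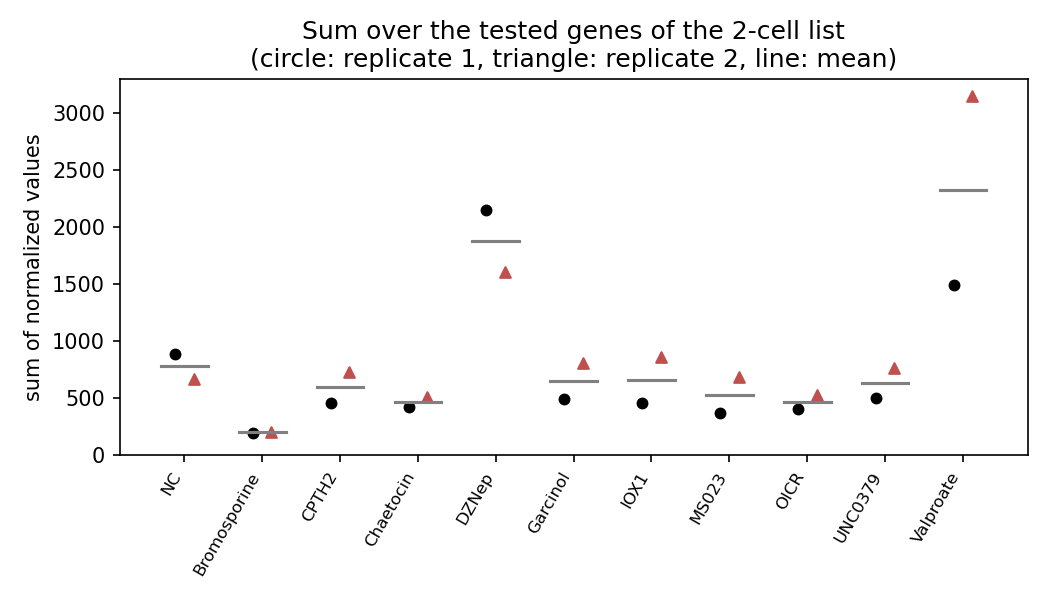
Sum of the normalized values over the 21 tested genes of the 2-cell list (vertical axis, linear, starting at 0) in each library of the 11 groups, with circles for replicate 1, triangles for replicate 2 and a line at the mean. Bromosporine is lowest (192 and 201), and Valproate (1495 and 3153) and DZNep (2151 and 1608) lie above NC (885 and 666).

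Whether compounds changed the same genes was examined by Pearson correlation, across genes, of the log2 changes against NC over 45 pairs of compounds. Genes are not independent replicates, and no p-value is given. All comparisons share the NC libraries, so correlations lie above 0 without any effect. They ran from 0.238 to 0.624 with a median of 0.447, while simulated unchanged groups sharing the same controls gave 0.499 (0.46 to 0.545 over 20 simulations). Only 6 of the 45 pairs lay above the simulated range. The simulated groups held noise alone and no changes of their own. For compounds that change many genes, the range therefore cannot decide whether changes are shared. With replicate 1 of a compound and of NC set against replicate 2 of the other compound and of NC, so that no library was shared, the median was 0.0633 and 44 of 45 pairs were above 0. The highest value was 0.205 for DZNep and Valproate, followed by 0.148 for Chaetocin and IOX1 and 0.144 for Bromosporine and OICR.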

Values the study reported

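The study gave 50 M tags as the depth of all of its RNA-seq, read as paired ends of 150 bp, without naming the libraries of this series.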

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

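None of the 34 changes of single genes and 18 list shifts followed through the alternatives changed direction, other than by leaving out 1 library, which turned the change of H1f0 with Valproate from -0.20 to 0.22 (without Valproate replicate 1). For single genes, only a pseudocount of 10, median-ratio rescaling and the mean of the other groups could turn a direction. The other alternatives leave the fold change as it is and change only the p-value. The block and the fit of only the compound and NC libraries also leave list medians as they are. Balances of rising and falling calls were less stable. That of DZNep (910 up, 1060 down) turned with a pseudocount of 10 (989 and 978), with median-ratio rescaling (1002 and 958), against the mean of the other groups (1074 and 1059) and in the fit of only the compound and NC libraries (82 and 15). Valproate calls went from 471 up and 441 down to 340 and 344 with adjustment over all 10 contrasts and to 465 and 487 after removal of the trend on GC content and length. MS023 calls, 67 of 168 up, went to 230 up and 219 down against the mean of the other groups. In the fit of only the compound and NC libraries they went to 41 and 26, and IOX1 calls went from 6 and 14 to 35 and 7. That fit shared 6 calls with those reported for MS023 and 0 for IOX1, so these balances compare largely different genes. Chaetocin, with 2 calls up and 1 down, had 4 up and 10 down against the other groups. The balances of Bromosporine and OICR kept their direction under the alternatives tried. The 2-cell medians with Bromosporine and OICR went from -4.00 to -1.78 and from -2.08 to -0.95 with a pseudocount of 10, as genes listed at 0 give these medians. The 2-cell list was below 0 with 8 of 10 compounds against NC and with 3 against the mean of the other 10 groups, and its DZNep median went from 0.18 to -0.74 without DZNep replicate 2. Counts of calls were within 1.5 times the reported ones for all compounds with a pseudocount of 10 and with robust variance moderation. They were also within it for all but UNC0379 with no filter on low values (2 calls for UNC0379) and with median-ratio rescaling (1 call), and for all but Garcinol after removal of the trend on GC content and length (0 calls, with 561 genes at an unadjusted p under 0.05, since its called gene had no matched annotation and was not tested there). Median-ratio rescaling moved the share of rising calls by under 10 percentage points for each compound that had calls, and the median of all genes by under 0.1.

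A fit of only the compound and NC libraries gave 97 calls for DZNep, 75 for Valproate, 128 for Bromosporine and 67 for MS023, fewer than reported, and more for Chaetocin (63), IOX1 (42), UNC0379 (31), CPTH2 (29) and Garcinol (26). Such a fit has 4 libraries and few residual degrees of freedom. Against the mean of the other 10 groups the counts were 889 for Bromosporine, 449 for MS023, 72 for IOX1, 33 for OICR, 14 for Chaetocin, 6 for Garcinol, 3 for UNC0379 and 2 for CPTH2. Adjustment over all 10 contrasts together gave 125 calls for OICR, 76 for IOX1, 38 for UNC0379, 22 for Chaetocin, 13 for Garcinol and 4 for CPTH2, as small contrasts borrow from the many low p-values of the large ones. For the counts that rose in the fit of 4 libraries and for those without the filter, after rescaling and against the other groups, the cause was not tested.

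The replicate numbers did not meet the rule set for pairing samples. Deviations of same-numbered libraries from their group means correlated above 0 in 55 of 55 pairs of groups and above 0.1 in 51, with a lowest value of 0.0535. With the replicate number as a block, calls numbered 1487 for Valproate, 1189 for Bromosporine, 484 for MS023, 274 for OICR, 217 for IOX1, 35 for Chaetocin and 11 for UNC0379, while the DZNep count was 2606 and those of CPTH2 and Garcinol stayed at 1. The block gave calls to Myc with Bromosporine (limma, Benjamini-Hochberg adjusted p 0.0235, from 0.0235 to 0.307 over the alternatives) and to Nanog with DZNep (0.00196, from 0.00196 to 0.195). Under the block fry placed 30 of 100 list shifts past the threshold, those of the 2-cell list with Valproate (0.00866, from 0.00106 to 0.285) and OICR (0.00943, from 0.00943 to 0.189) among them. With 1 library of each group in each number the block leaves the fold changes as they are, and it lowered the median residual SD from 0.275 to 0.188. In genes matched to the annotation, removal of the trend on GC content and length under the block moved the Chaetocin calls from 29 (19 up, 10 down) to 260 (65 up, 195 down) and the UNC0379 calls from 10 to 21, and those of the other 8 compounds by under 1.5 times. The cause of the Chaetocin change was not tested.

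Of the list shifts, fry placed 17 and camera with an estimated correlation 0 of the 100 pairs past the threshold, against 39 with the preset correlation. The estimate allows each list its own correlation between genes and left 17 pairs at an unadjusted p under 0.05. The median correlation between compounds fell from 0.447 to 0.0572 when the compounds of a pair were set against different NC libraries and to 0.0633 with no shared library, since shared controls add a common part to both changes.

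Leaving out each of the 4 libraries of a contrast in turn leaves a group with 1 library. The common fit could still be tested then, but no test was run and only effect sizes are given. The number of genes with an absolute log2 change over 1 then ranged from 3831 to 4591 for DZNep, 2814 to 3609 for Valproate, 2366 to 2646 for Bromosporine, 1594 to 2131 for MS023, 1499 to 1977 for OICR, 1378 to 2328 for IOX1, 1185 to 2322 for Chaetocin, 1218 to 1926 for UNC0379, 943 to 1702 for Garcinol and 916 to 1526 for CPTH2. With all libraries these counts were 3630, 2625, 2289, 1580, 1434, 1417, 1267, 1208, 971 and 847. The highest value came from leaving out the compound's replicate 2 in 5 cases that moved by over 1.5 times (IOX1, Chaetocin, UNC0379, Garcinol and CPTH2). These cases set 1 compound library against NC libraries of both numbers, so the difference between the replicate numbers enters the counts.

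Of the 34 changes of single genes over 8 alternatives, 243 values kept their side of the threshold, 24 lost their call and 5 gained one. Of the losses, 13 came with the fit of only the compound and NC libraries. Of the 18 list shifts, 83 values kept their side of the fry threshold, 20 fell short of it (15 of them in that same fit) and 5 passed it. Depth that is not known per library limits what values of 0 show, and 2 libraries per group limit every spread given here. Alternatives for transposable element types, DESeq2 with its size factors (the values are not raw counts) and robust moderation for the list tests were not run.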

Other observations

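Chosen only after the result was seen were the random-list tests and the tests of near-identical copies for the 2-cell list, the test of the Bromosporine shift of that list against the other groups, and the test of NC replicate 1.

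Libraries numbered 2 differed from those numbered 1 in all 11 groups. In a fit with replicate number as a term, 9094 of 17275 genes had an adjusted p under 0.05 for the number by limma with Benjamini-Hochberg adjustment, and 698 of these also had an absolute log2 difference over 1 (361 higher and 337 lower in replicate 2). The median residual SD fell from 0.275 to 0.188 on the log2 scale with that term. Among the gene lists, the 2-cell list was higher in replicate 2 by 0.94 in the median, in 18 of 21 genes. A bias by GC content or transcript length would have been removed with the trend on both. After removal, 9023 of 16795 genes still differed by number, against 8909 of the same genes before. This argues against such a trend as the cause. The labels say nothing of batches or days, and a difference in handling, cell passage or sequencing between the replicate series may lie behind it and was not tested. No biological explanation was tested, as the number is no group of the design.

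Bromosporine calls fell more often than they rose (478 against 99). Within genes matched to the annotation, 16.3% of calls rose before removal of the trend on GC content and length and 25.9% after it, so the trend may account for a part of the imbalance and not for most of it. Genes with low values do not account for it either. Among the 12871 genes with a mean of at least 100, 49 of 330 Bromosporine calls (14.8%) rose. Full-quantile normalization by the authors forces libraries to one distribution, and whether it shifted the balance could not be tested without raw counts. Loss of transcription after bromodomain inhibition is a hypothesis that stays open beside it. The balance of no other compound was tested against that of Bromosporine.

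In all, 617 genes were listed at 0 in 1 library of a group and at 100 or more in the other library of the same group, with 124 (MS023) to 220 (DZNep) such genes per group and 129 in NC. Division of reads between near-identical or overlapping transcripts was tested by shared sequence. Of the 564 genes that could be matched, 14.7% had at least 50% of their 31-base stretches in other genes, against 11.5% of 564 genes matched on mean value (Fisher's exact test, two-sided p 0.134). The mean shared percentage was 3.86 points higher than in the matched genes (paired permutation test with 100000 resamples, two-sided p 0.0207). Most of these genes share little sequence, with a median of 3.17%, so shared sequence may contribute in a minority and does not explain the pattern as a whole. The assignment by the counting software or the normalization stays open. Values of 0 in named genes such as Exosc6 and Olfr1116 carry the same doubt.

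The 2-cell list fell with Bromosporine and rose with Valproate. Among 10000 random lists matched on NC mean, the Bromosporine median lay at percentile 0 (random medians from -1.58 to 0.90). The Valproate median lay at percentile 100 (from -1.20 to 1.36). This argues against a shift of all genes with low values. The low percentile was not specific to Bromosporine. CPTH2, Chaetocin, Garcinol, MS023 and OICR also lay at percentile 0, IOX1 and UNC0379 at 0.02, and DZNep at 72.48. The fall with Bromosporine stood at -3.73 against the mean of the other 10 groups and passed fry there, so it does not rest on NC. The sizes of the Bromosporine medians depend on the pseudocount, as 14 of the 21 genes were listed at 0 in both of its libraries. Redistribution of reads between near-identical copies would leave their sum as it was, yet the sum over the 21 tested genes was 25.3% of that in NC with Bromosporine and 299.7% with Valproate. The Valproate rise differed between its libraries (sums of 1495 and 3153) and passed fry under 4 of 6 alternatives and not in the fit reported, with adjusted p of 0.0946 there and from 0.00106 to 0.285 over the alternatives (limma, Benjamini-Hochberg adjustment). Cells in a state resembling the 2-cell embryo arise in small numbers in such cultures, and a change in their share may underlie both shifts as a hypothesis. A change of transcription within all cells would look the same in these data. GC content and length were not tested for this list.

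The median of the 2-cell list was below 0 with 8 of 10 compounds. Against the mean of the other 10 groups it was below 0 with 3 compounds, but that comparison centres the values and its outcome is fixed in large part, so NC standing apart from all other groups and a common effect of the compounds cannot be told apart by it. That NC replicate 1 alone lies high for these genes is a candidate explanation. Within the libraries numbered 2 the median was below 0 with 3 of 10 compounds, and within those numbered 1 with 9 of 10. With NC replicate 1 left out the median was still below 0 with 8 of 10 compounds, but that comparison sets libraries of both numbers against NC replicate 2, and the list was higher in replicate 2. A high NC replicate 1 and an effect of the compounds in the first replicate series only cannot be told apart, as that series holds 1 NC library. For CPTH2, Garcinol, IOX1, MS023 and UNC0379 a fall was not seen within number 2.

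DZNep and Valproate had the highest correlation of changes among the 45 pairs with no library shared (0.205). This ranking takes no account of how well each compound's own changes repeated between numbers 1 and 2. That correlation was highest for DZNep (0.417) and Valproate (0.379), and was 0.168 for Chaetocin and 0.158 for IOX1. Chaetocin and IOX1 reached 0.148 with each other. A shift of genes with low values does not account for the correlation of DZNep and Valproate. Among the 12871 genes with a mean of at least 100 it was 0.191, the highest of the 45 pairs (median 0.089, lowest -0.00595). Chaetocin and IOX1 followed closely with 0.186. With NC libraries shared, Chaetocin and IOX1 were highest (0.624). DZNep and Valproate (0.513) then lay within the range simulated for unchanged groups (0.46 to 0.545). Those groups held noise alone. The range therefore does not tell what shared controls alone give for compounds that change many genes, and no conclusion is drawn from it. DZNep and Valproate both lowered the integrated stress list (median log2 changes of -1.65 and -1.10) and the cholesterol list (-1.02 and -0.31). Slower growth or general toxicity may bring such shared changes about, as may a common effect on chromatin, and neither was tested. Differences between compounds in how far they changed expression cannot be separated from differences in dose, which the labels did not give.

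Of the known responses looked at, those of H1f0 to Valproate and of Hexim1 and Myc to Bromosporine, none was called in the known direction. Hexim1 changed by 0.35 with Bromosporine (SE 0.34, limma Benjamini-Hochberg adjusted p 0.658), and 0 of 8 alternatives called it. The direction of H1f0 with Valproate is undetermined, as its log2 change was -0.20 (SE 0.31) and 0.22 without Valproate replicate 1, so the data neither show its rise nor exclude it. Myc did not fall with Bromosporine (4 and 19 in NC, 36 and 89 with the compound). Its rise was called under 1 of 8 alternatives, the replicate number as a block (limma Benjamini-Hochberg adjusted p 0.0235). Bromosporine binds bromodomains of several families, and Myc was near the low end of the values in NC. No explanation was tested.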
